# Disruption of nuclear speckles reduces chromatin interactions in active compartments

**DOI:** 10.1186/s13072-019-0289-2

**Published:** 2019-07-17

**Authors:** Shibin Hu, Pin Lv, Zixiang Yan, Bo Wen

**Keywords:** Nuclear speckles, 3D genome, Nuclear architecture, SRRM2, Hi-C

## Abstract

**Background:**

Nuclei of eukaryotes contain various higher-order chromatin architectures and nuclear bodies (NBs), which are critical for proper nuclear functions. Recent studies showed that active chromatin regions are associated with nuclear speckles (NSs), a type of NBs involved in RNA processing. However, the functional roles of NSs in 3D genome organization remain unclear.

**Results:**

Using mouse hepatocytes as the model, we knocked down SRRM2, a core protein component scaffolding NSs, and performed Hi-C experiments to examine genome-wide chromatin interactions. We found that *Srrm2* depletion disrupted the NSs and changed the expression of 1282 genes. The intra-chromosomal interactions were decreased in type A (active) compartments and increased in type B (repressive) compartments. Furthermore, upon *Srrm2* knockdown, the insulation of TADs was decreased specifically in active compartments, and the most significant reduction occurred in A1 sub-compartments. Interestingly, the change of intra-TAD chromatin interactions upon Srrm2 depletion was not associated with the alteration of gene expression.

**Conclusions:**

We show that disruption of NSs by *Srrm2* knockdown causes a global decrease in chromatin interactions in active compartments, indicating critical functions of NSs in the organization of the 3D genome.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-019-0289-2) contains supplementary material, which is available to authorized users.

## Background

The nuclei of higher eukaryotes contain various 3D architectures, which are critical for proper nuclear functions such as transcription and RNA processing. As revealed by Chromosome Conformation Capture (3C)-based techniques, interphase chromatin organizes into multi-scale 3D structures including genomic compartments, topologically associating domains (TADs), and chromatin loops [1, 2]. The compartments consist of A and B types, which correspond to active and repressive chromatin, respectively. Via high-resolution Hi-C maps, these two types of compartments can be further partitioned into six sub-compartments (A1, A2, and B1–B4), which are enriched by distinct epigenetic markers [3]. TADs are self-associated chromatin domains, which are thought to be functional units of the genome [4, 5].

The molecular mechanism of loop domains formation has been revealed in recent years. CTCF and cohesin were proposed to be essential proteins for the loop domains, following chromatin extrusion model [6]. Indeed, the acute degradation of CTCF or cohesin led to the loss of TADs or loop domains [7, 8]. Interestingly, compartments were not affected by the depletion of these proteins, suggesting that the mechanisms underlying TADs and compartments are independent.

Besides the higher-order chromatin, the nucleus contains many nuclear bodies (NBs). These NBs are dynamic, membrane-less architectures, which are involved in various nuclear functions [9]. It has been shown that some NBs are responsible for the organization of the 3D chromatin architecture. For example, transcription factories (clustering of highly transcribed genes at transcriptional hotspots) can loop out of active genes from the core chromosome territory [10]. About 4% of the genomic regions are associated with the nucleolus (nucleolus-associated chromatin domains, NADs), which contain gene families and satellite repeats [11]. Highly expressed histone and U sn/snoRNA gene clusters are associated with Cajal bodies [12], which are essential for the maturation of mRNAs of histone genes.

Nuclear speckles (NSs), also known as interchromatin granule clusters (IGCs), are nuclear domains in the interchromatin regions of the nuclei, which are enriched in various snRNPs, splicing factors and other factors involved in mRNA 3′ end processing and m6A modification [13]. Recent studies further demonstrate that active chromatin regions are physically associated with NSs [14–16]. However, the functional roles of NSs in 3D chromatin organization remain unclear.

NSs contain hundreds of proteins, including many splicing factors [17]. Among them, Srrm2 (SRm300) is one of the core structural components of NSs, and knockdown of SRRM2 disrupted the speckle-type staining of SC35 and MALAT1 RNAs [18]. In this study, we disrupted NSs by depleting Srrm2 and examined the impacts on 3D chromatin organization at the genome-wide scale.

## Results

### Knockdown of *Srrm2* disrupts NSs and changes the expression of more than one thousand genes

We knocked down *Srrm2* gene expression in mouse hepatocytes (AML12 cell line) with two short-hairpin RNAs (shRNAs). *Srrm2* was knocked down by two independent shRNAs, which lead to a significant reduction in mRNA and protein levels of Srrm2 (Additional file 1: Fig. S1a, b). It was also observed that there were strong signal reductions of Srrm2 in the immunofluorescence analysis (Additional file 1: Fig. S1c). As expected, *Srrm2* knockdown abolished most of the SC35-staining foci (Additional file 1: Fig. S1c, e). We stained with an unrelated protein HNRNPU that did not change between conditions (Additional file 1: Fig. S1d). Furthermore, *SRRM2* knockdown in human osteosarcoma cells (U2OS) produced similar results (Additional file 2: Fig. S2). Consistently, the imaging of electron microscopy showed that the electron density of nuclear speckles became more dispersed upon SRRM2 knockdown (Additional file 3: Fig. S3). These results are consistent with those from previous studies [18], suggesting the general function of SRRM2 in the organization of NSs.

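RNA was sequenced from AML12 cells, a hepatocyte line derived from mouse liver, on day 5 of infection with lentivirus carrying a control hairpin or 1 of 2 hairpins against *Srrm2*. There were 3 libraries in each of the 3 groups. The paper describes the libraries as strand-specific and enriched for polyA RNA but names a kit for total RNA, and the sample labels give total RNA as the molecule, so how far RNAs without a polyA tail were kept is not settled. The authors mapped read pairs to mm9 with TopHat2, kept uniquely mapped pairs, counted them on GENCODE M1 genes with HTSeq and compared each hairpin with the control by DESeq2 version 1.8.2. The values used here are the authors' deposited tables of these 2 comparisons, which give for each gene a mean normalized count, a log2 fold change against the control, its standard error, a p-value and a Benjamini-Hochberg adjusted p-value. The tables hold no value per library, so the depth of a single library and the spread between replicates enter only through the standard errors. The authors' deposited table of shRNA 1 lists 13424 genes, whose mean normalized counts sum to 6144608, and that of shRNA 2 lists 13478 genes, which sum to 6393456. A total of 13259 genes are in both. The median standard error in the authors' deposited table of shRNA 1 was 0.12 for the 7843 genes with a mean normalized count of at least 100 and 0.90 for the 1870 genes below 10, so changes of low genes were measured with less precision. Among genes with a mean of at least 100 in both tables, the control means implied by the 2 tables differed by a nearly constant log2 factor of -0.08 (SD 0.0042 across 7757 genes), which shows that both comparisons used the same control libraries. Genes were called differentially expressed at the thresholds of the paper, an adjusted p-value under 0.05 and a log2 fold change above 1 or below -1.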

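*Srrm2* (ENSMUSG00000039218.9) lies on the + strand of chromosome 17 of mm9, from 23940154 to 23961706. In the authors' deposited table of shRNA 1 its log2 fold change was -1.62 (standard error 0.07, adjusted p = 4.85e-102 from DESeq2), at a mean normalized count of 3428. The authors' deposited table of shRNA 2 gives -1.41 (standard error 0.07, adjusted p = 3.33e-87 from DESeq2). These values correspond to 67.5% and 62.3% less *Srrm2* RNA than in control cells. By the thresholds, 921 genes were differentially expressed with shRNA 1, of which 591 were up-regulated and 330 down-regulated, and 853 with shRNA 2, of which 521 were up-regulated and 332 down-regulated. An adjusted p-value under 0.05 alone was reached by 3527 and 3799 genes. The strictest alternative, a test against a log2 fold change of 1 from the estimate and its standard error, left 165 genes with shRNA 1 and 156 with shRNA 2.
Among genes with a mean normalized count of at least 100 that passed the thresholds with both hairpins, the 4 with the largest falls were *Afm*, *Prodh2*, *Ddc* and *Corin*. *Afm*, on chromosome 5 from 90947958 to 90982569, had log2 fold changes of -2.57 and -3.55 in the authors' deposited tables of shRNA 1 and shRNA 2 (standard errors 0.46 and 0.54). *Prodh2* had -2.73 and -2.69 in the authors' deposited tables (standard errors 0.24 and 0.23). The largest rises were those of *Saa3*, *Cxcl5*, *Lcn2*, *Orm1* and *Notch3*. *Saa3*, on chromosome 7 from 53967368 to 53971046, had log2 fold changes of 7.43 and 7.07 in the authors' deposited tables (standard errors 0.64 and 0.67), and *Lcn2*, on chromosome 2 from 32240153 to 32243317, had 4.89 and 3.76 (standard errors 0.38 and 0.40). *Saa3* and *Orm1* belong to families of similar genes, whose reads a count of unique pairs can lose or split.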

Through RNA-seq analysis, we identified 1282 differentially expressed genes between control and *Srrm2*-depleted cells (Additional file 4: Figure S4a; Additional file 7: Table S1). 

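To relate the calls to functions, lists of genes were written by hand from general knowledge, because no GO annotation was used here. Part of Table S1 had been seen by then, and many members are in it, so the lists are not independent of the result they describe. The median log2 fold change of each list in the authors' deposited tables was ranked among 10000 random lists of the same size and expression. Random lists hold unrelated genes, while the members of a list can vary together. The ranking therefore does not measure variation between cultures, and for all lists a deviation of the shared control cultures stays open. Of 33 genes of the inflammatory response, 25 had a mean normalized count of at least 10 in both tables, and 19 of the 33 are in Table S1. Their median log2 fold change in the authors' deposited tables was 1.02 with shRNA 1 and 1.12 with shRNA 2, above all random lists. With shRNA 1, 13 of the 25 were up-regulated past the thresholds and none down-regulated, and 14 and none with shRNA 2. An adjusted p-value under 0.05 was reached by 20 of them with shRNA 1 over all genes and by 20 adjusted over the list alone, and by 22 and 22 with shRNA 2. By the fitted changes averaged over both hairpins, *Nos2*, *Saa3* and *Saa1* rank highest among the members past the thresholds with both. The control means implied for *Nos2* (chromosome 11, 78734289 to 78773756) and *Saa1* (chromosome 7, 53995871 to 53998350) were under 3 normalized counts, so their place in this ranking is uncertain and their changes are given as lower bounds, with *Nos2* at least 8.51-fold higher with shRNA 1 and 13.9-fold with shRNA 2, and *Saa1* at least 17.2-fold and 11.9-fold. For 30 negative regulators of cell migration, of which 22 had values and 4 are in Table S1, the median log2 fold change in the authors' deposited tables was 0.0046 with shRNA 1 and 0.03 with shRNA 2, at percentiles 60.7 and 75.1 of the random lists. Of these 22 genes, 11 were higher and 11 lower with each hairpin, 1 was past the thresholds downward with shRNA 1 and 1 upward with shRNA 2, and 11 and 12 had an adjusted p-value under 0.05, both over all genes and adjusted over the list alone. Of those over all genes, 3 of the 11 rose with shRNA 1 and 6 of the 12 with shRNA 2.
Hepatocyte identity genes mostly went the other way. Of 40, 24 had values and 15 are in Table S1. Their median log2 fold change in the authors' deposited tables was -0.64 with shRNA 1 (quartiles -1.47 and -0.34) and -0.73 with shRNA 2 (quartiles -2.09 and -0.38), below all random lists, with 22 and 21 of the 24 genes lower than in control cells. Past the thresholds, 9 were down-regulated and 1 up-regulated with shRNA 1, and 8 and 1 with shRNA 2. At an adjusted p-value under 0.05 there were 17 genes with shRNA 1 and 13 with shRNA 2 over all genes, and 19 and 17 adjusted over the list alone. Of those over all genes, 2 rose with shRNA 1 and 1 with shRNA 2. Requiring a mean normalized count of at least 100 moved the medians most, to -0.57 and -0.59. *Apoa1* (chromosome 9, 46036663 to 46038549) had log2 fold changes of -2.72 and -3.91 in the authors' deposited tables (standard errors 0.42 and 0.50) and *Vtn* (chromosome 11, 78312593 to 78315826) -1.88 and -4.00 (standard errors 0.25 and 0.35). Of 38 genes of fatty acid metabolism, 34 had values and 8 are in Table S1. The list's median log2 fold change in the authors' deposited tables was -0.25 with shRNA 1 and -0.45 with shRNA 2, again below all random lists, though past the thresholds 1 gene was down-regulated and none up-regulated with shRNA 1, and 5 were down-regulated and 1 up-regulated with shRNA 2. Over all genes 15 and 21 had an adjusted p-value under 0.05, and 19 and 22 adjusted over the list alone. *Acacb* (chromosome 5, 114596544 to 114700770) had log2 fold changes of -1.84 and -1.62 in the authors' deposited tables, at mean normalized counts of 11.6 and 12.9. Of 28 genes of triglyceride homeostasis, 23 had values and 6 are in Table S1. This list had median log2 fold changes of -0.27 and -0.24 in the authors' deposited tables, at percentiles 0.31 and 0.79. Among them 16 and 14 genes had an adjusted p-value under 0.05 over all genes, and 16 and 16 adjusted over the list alone. Its members moved both ways, with 5 down-regulated and 1 up-regulated past the thresholds with shRNA 1, and 4 and 1 with shRNA 2. *Apoa1* fell, while *Gckr* had log2 fold changes of 2.35 and 1.87 in the authors' deposited tables (standard errors 0.53 and 0.54).

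**Figure D1:**
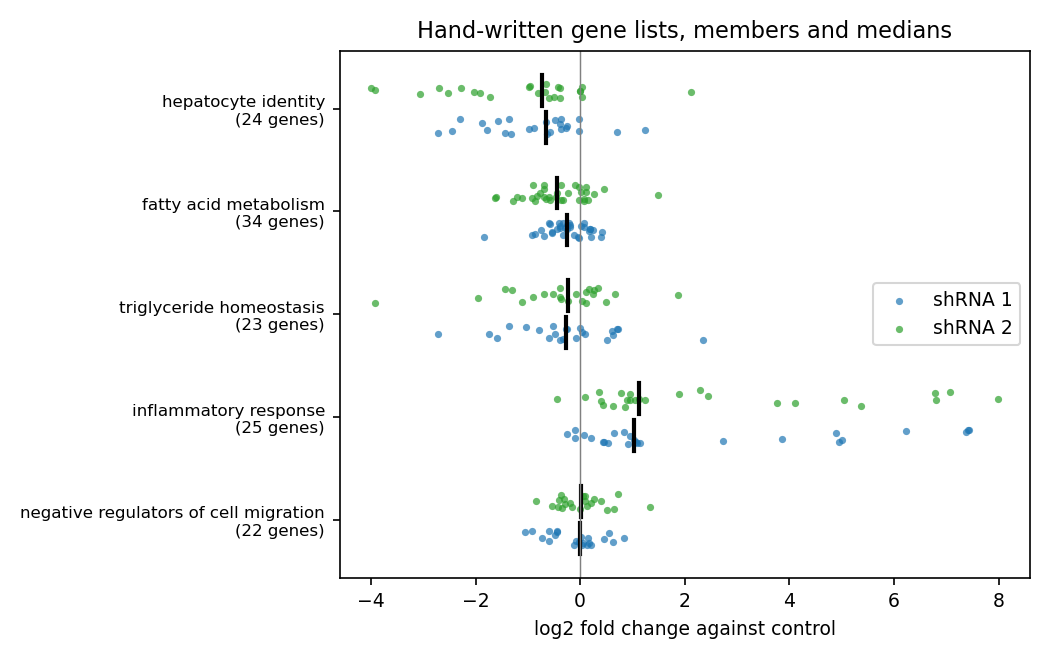
Log2 fold changes against control for the members of 5 hand-written gene lists with shRNA 1 (blue) and shRNA 2 (green), from the authors' deposited tables. Each point is 1 gene and the black bar is the median of the list, which was 1.02 and 1.12 for the inflammatory response and -0.64 and -0.73 for hepatocyte identity.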

Gene ontology (GO) analysis indicated that the up-regulated genes (844) were linked to GO terms such as immune response and negative regulation of cell migration (Additional file 4: Fig. S4b); however, the down-regulated genes (438) were associated with hepatocyte-related functions such as triglyceride homeostasis and fatty acid metabolic process (Additional file 4: Fig. S4c). These datasets suggest that disruption of NSs caused substantial alteration of the gene expression. 

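The 2 hairpins give separate measurements of the same depletion. Of the calls, 446 genes passed the thresholds in the same direction with both hairpins, 278 of them up-regulated and 168 down-regulated, which is 48.4% of the calls with shRNA 1 and 52.3% of those with shRNA 2. In 100 simulations with shared controls, the changes of shRNA 1 and those of shRNA 2 shuffled among genes of similar expression shared 88.5 calls on average and at most 110. These simulations add noise to deposited changes that already hold noise. They called 1117.5 genes with shRNA 1 and 1041.8 with shRNA 2 on average, more than the 921 and 853 observed. One gene, *Tnr*, passed the thresholds in opposite directions, with log2 fold changes of -1.54 and 1.71 in the authors' deposited tables. It is named because it was the only such gene. Of the 448 genes called with shRNA 1 alone that both tables list, 94.4% had the same sign with shRNA 2, and of the 369 such genes called with shRNA 2 alone, 92.4% had the same sign with shRNA 1, against averages of 54.3% and 54.8% in these simulations. Across the 11451 genes with a mean normalized count of at least 10 in both tables, which are not independent replicates, Pearson's r of the log2 fold changes was 0.78. Because both comparisons use the same control libraries, unchanged groups were simulated against shared controls. In 100 simulations r was 0.50 on average and at most 0.54, and no gene was called with both hairpins. That absence was built in, since these simulations gave on average 0.02 calls with shRNA 1 and 0.01 with shRNA 2. The rank correlation moved the observed value of 0.78 most, to a Spearman's rho of 0.66. The paper proposes that the disruption of NSs altered gene expression substantially.

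**Figure D2:**
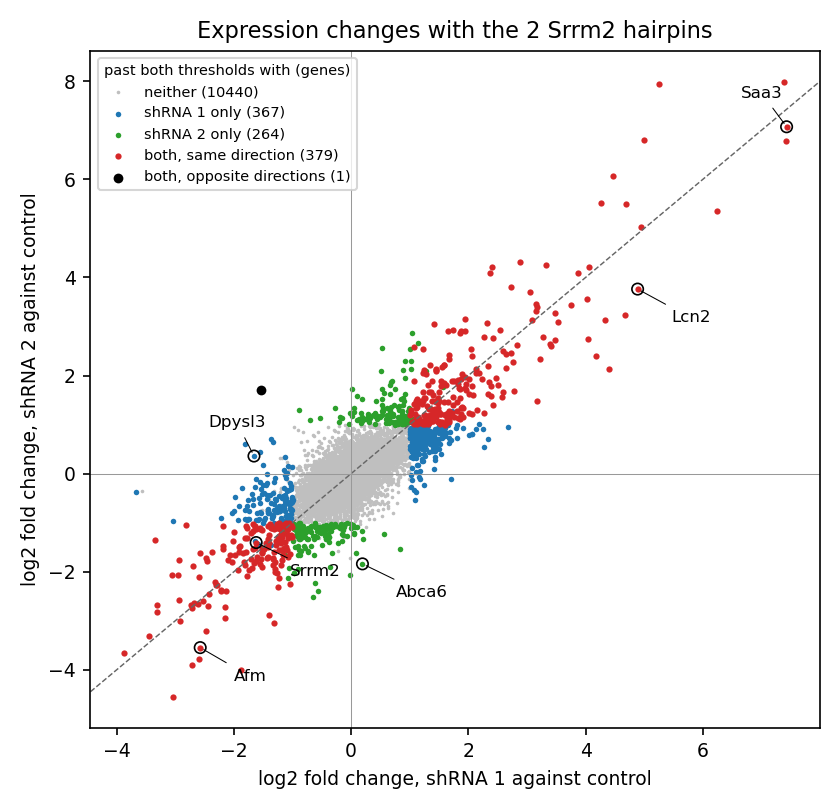
Log2 fold change with shRNA 2 against that with shRNA 1, from the authors' deposited tables, for the 11451 genes with a mean normalized count of at least 10 in both. Red points are the 379 of these genes past both thresholds in the same direction with both hairpins, blue and green points the 367 and 264 past them with shRNA 1 or shRNA 2 alone, and the black point is *Tnr*. The dashed line marks equal changes.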

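With shRNA 1, 64.2% of the differentially expressed genes were up-regulated (Wilson 95% interval 61.0 to 67.2), or 1.79 up-regulated genes for each down-regulated gene. With shRNA 2 the share was 61.1% (57.8 to 64.3), or 1.57 for each, and among the genes called with both hairpins 62.3% (57.7 to 66.7), or 1.65 for each. The intervals treat genes as independent, which they are not, and cover counting error alone. The share depended on expression. Below a mean normalized count of 10, 76.8% of 142 calls with shRNA 1 and 77.3% of 154 calls with shRNA 2 rose. Between 10 and 100, the shares were 63.0% of 451 and 65.7% of 426. At 100 or more, 60.4% of 328 calls rose with shRNA 1 (55.0 to 65.5) and 44.7% of 273 calls with shRNA 2 (38.9 to 50.6). A minimum mean of 50 gave 62.5% with shRNA 1, 49.5% with shRNA 2 and 52.7% for calls with both. Without a minimum fold change, 51.9% of the genes rose with shRNA 1 and 50.2% with shRNA 2. At 100 or more, 1303 of 2672 such genes rose with shRNA 1 and 1333 of 2914 with shRNA 2, so fewer rose than fell with either hairpin. Between 10 and 100, 417 of 713 and 455 of 731 rose. The authors' size factors set the median change of genes at 100 or more near 0 (-0.0036 with shRNA 1 and -0.0064 with shRNA 2). A near-even split without a minimum fold change is therefore partly built in and says little about the direction of change.

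**Figure D3:**
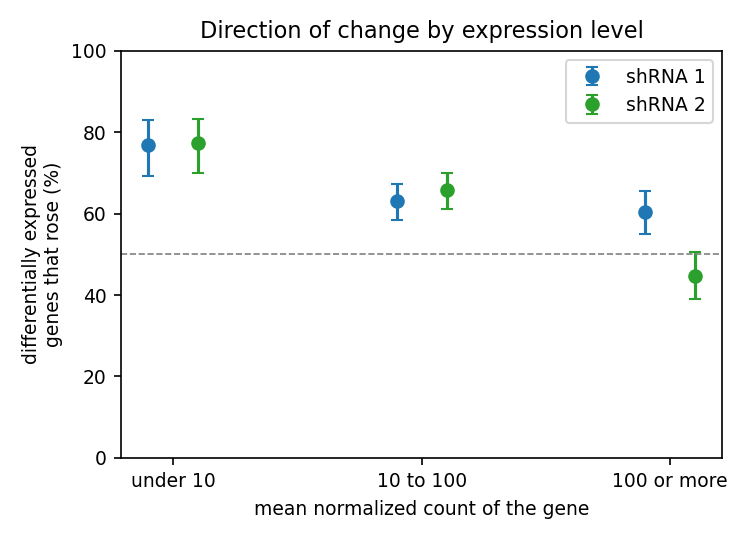
Percent of differentially expressed genes that were up-regulated, by mean normalized count of the gene, for shRNA 1 (blue) and shRNA 2 (green). Bars are Wilson 95% intervals and the dashed line marks 50%. At 100 or more the share was 60.4% with shRNA 1 and 44.7% with shRNA 2.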

Of note, upon SRRM2 knockdown, the number of up-regulated genes was almost twice that of down-regulated genes, suggesting that the NS association is unnecessarily implicated in active transcription.

### *Srrm2* knockdown does not affect the formation of compartments and TADs

To investigate the impact of NS disruption on 3D chromatin organization, we performed in situ Hi-C experiments with control and *Srrm2*-depleted AML12 cells. More than 800 million valid contacts were obtained (Additional file 8: Table S2).

At the chromosomal scale, Hi-C contact maps appeared similar between the control and *Srrm2* knockdown samples (Fig. 1a). We then investigated the effect of *Srrm2* knockdown on genomic compartments, which are denoted by the first eigenvector (PC1) obtained through the principal component analysis of the Hi-C contact matrices. The tracks of PC1 values showed that the genomic locations of A and B compartments were largely unchanged upon *Srrm2* knockdown (Fig. 1b). Consistently, the PC1 values of control and *Srrm2*-depleted cells were highly correlated (Fig. 1c, *r* = 0.983). Furthermore, the scaling of contact frequencies as a function of genomic separation was not changed (Fig. 1d). These data indicate that the genomic compartments are largely unchanged upon *Srrm2* knockdown.

**Fig. 1:**
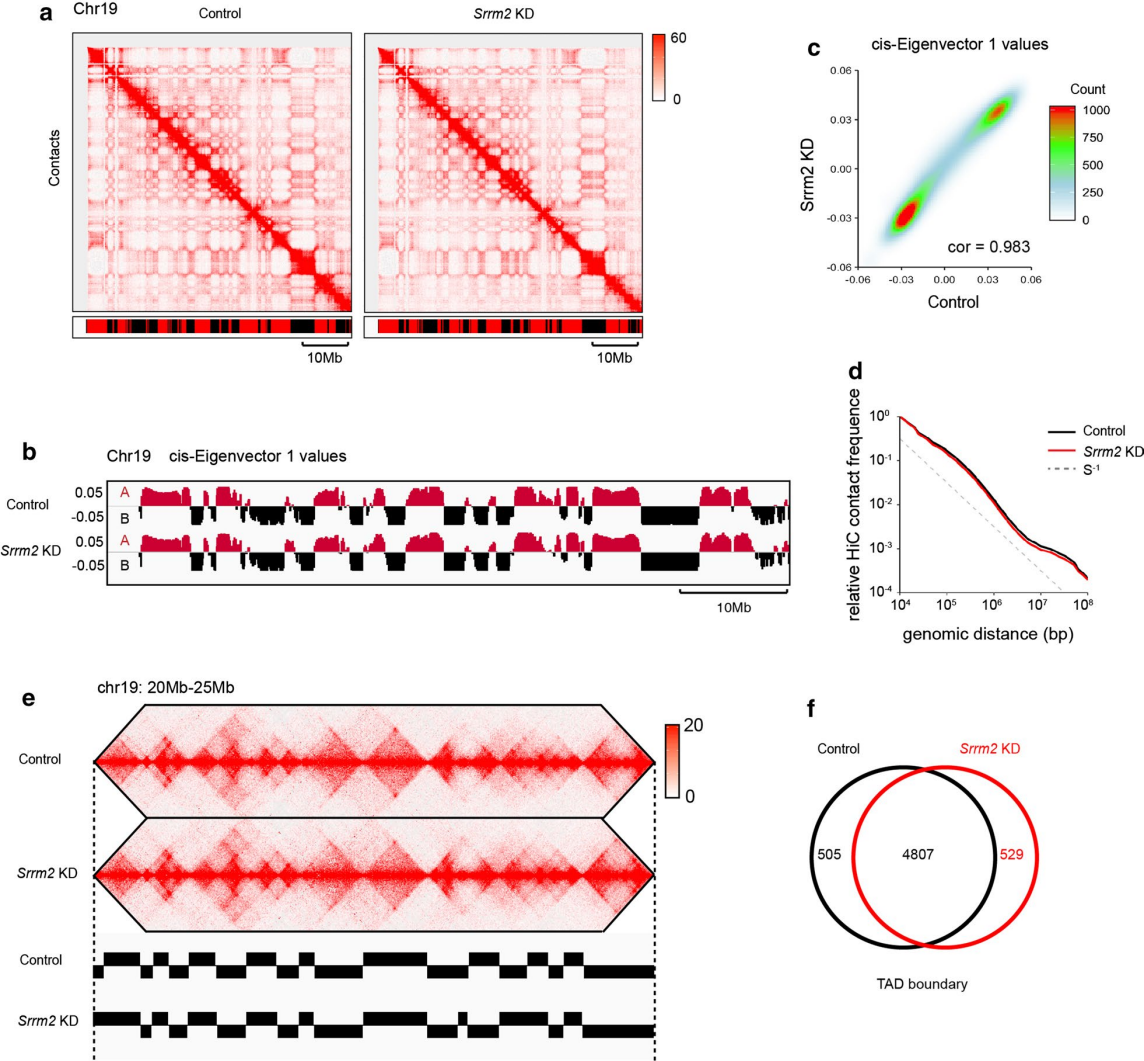
*Srrm2* knockdown does not affect the location of compartments and TADs. **a** Hi-C contact maps at 100 kb resolution across entire chromosome 19. Bar denotes segments called A (red) or B (black) compartment using 100 kb cis-eigenvector 1. Normalized Hi-C counts are multiplied by 10^6^. **b** Tracks of cis-eigenvector 1 values across the entirety of chromosome 19 are very similar between the control and *Srrm2*-depleted AML12 cells. **c** The correlation of cis-eigenvector 1 values between the control and *Srrm2*-depleted AML12 cells. Correlation coefficient (*r*) = 0.983. **d** Overall scaling of Hi-C contact frequency as a function of genomic distance is not affected by *Srrm2* depletion, showing that Srrm2 does not affect general chromatin compaction. **e** A representative region showing contacts and TAD boundaries at 10 kb resolution. **f** Venn diagrams showing the overlap of TAD boundaries between control and *Srrm2* knockdown cells

Next, we examined the effect of *Srrm2* knockdown on TADs. The insulation method (boundary score > 0.3) was used to define TAD boundaries for each replicates in control and SRRM2-depleted samples (Fig. 1e; Additional file 9: Table S3). If the distance between two boundaries was less than or equal to 2 bins (20 kb), then they were merged as one boundary. Using these criteria, we found that 89.4–90.4% boundaries overlapped between the replicates for each condition, and thus, we used these overlapped boundaries (control: 5312 boundaries; knockdown: 5335 boundaries) for further analysis. With the same criteria, we revealed that there were 90.1–90.5% TAD boundaries that overlap between the conditions (Fig. 1f). This overlap ratio was slightly higher than the ratio between replicates, indicating that the false-positive rate of boundary difference was high. It was thus concluded that TAD boundaries are largely unchanged, and TAD boundaries are shared between control and knockdown samples.

### *Srrm2* knockdown alters chromatin interactions in a compartment-specific manner

We then studied the impact of *Srrm2* knockdown on intra-chromosomal interactions. By comparing the intra-chromosomal contact matrices and the location of compartments, we found that the trend of interaction changes differed between the two types of compartments: decreased in A and increased in B compartments (Fig. 2a). To further explore the relationship between interaction changes and compartmental intensity, we ranked the PC1 values of the control cells from high to low and averaged them into 40 intervals. Based on calculated average fold change of chromatin interactions in each interval upon *Srrm2* knockdown, results showed that the regions with the largest decrease (increase) in interaction were enriched in A (B) compartments with the highest (lowest) PC1 values (Fig. 2b). Furthermore, the chromatin interactions in the top 20% A compartments were significantly decreased, while those in the top 20% B compartments were significantly increased (Fig. 2c).

**Fig. 2:**
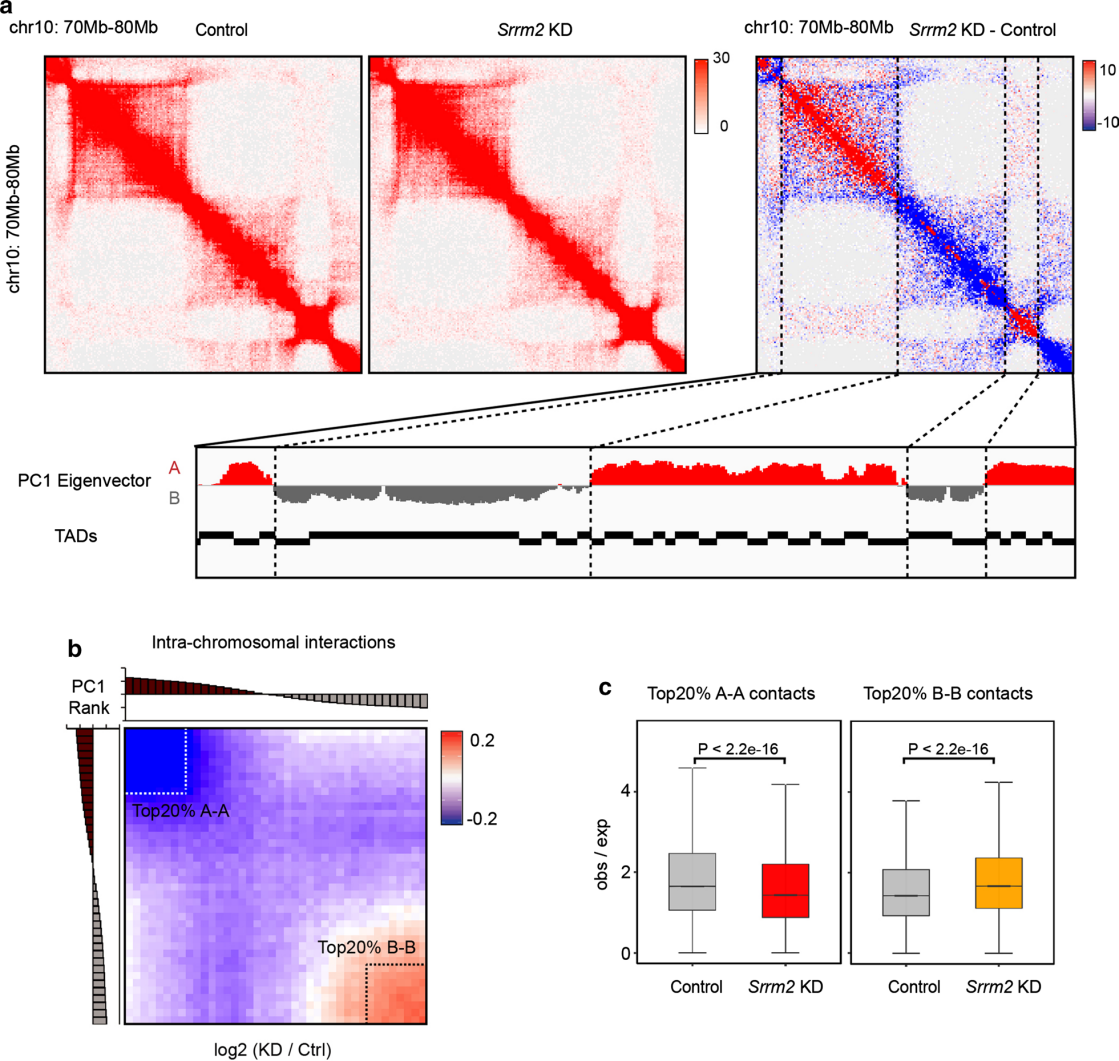
*Srrm2* knockdown alters chromatin interactions in a compartment-specific manner. **a** Snapshots of a 10 Mb region on Chr10 showing Hi-C contacts (10 kb resolution) of the control (left) and *Srrm2* knockdown (middle) AML12 cells. The differential contact map (right) showing that chromatin interactions are decreased (blue) and increased (red) in compartments A and B, respectively. Normalized Hi-C counts are multiplied by 10^6^. **b** Genomic bins (100 kb) ranked by cis-eigenvector 1 values against the intra-chromosomal interaction matrix (log2 ratios). **c** The quantification of chromatin contacts between top 20% A compartments (left) and top 20% B compartments (right) upon *Srrm2* knockdown. *P* values: Wilcoxon rank-sum test

### Identification of active sub-compartments in AML12 cells

Previous studies showed that inter-chromosomal interactions and highly active chromatin regions (sub-compartment A1) are associated with NSs [13, 14]. To better understand the effect of *Srrm2* knockdown on the 3D chromatin organization, we characterized A1 and A2 sub-compartments according to the inter-chromosomal contacts in AML12 cells (Additional file 10: Table S4).

The contact domain structure was regarded as the basic unit of the compartment. We used two steps to assign the contact domains to sub-compartments A1, A2 and B. Firstly, the contact domains were assigned to either A or B compartment using the PC1 eigenvectors at 10 kb resolution. The average PC1 values for each contact domain were then calculated; if the domain’s average PC1 score was greater than zero, it was defined as A-domain. Otherwise (if less than zero), the domain was defined as B-domain.

Secondly, the inter-chromosomal contact information was used to divide A-domain into A1-domain and A2-domain further. Then, the average inter-chromosomal interaction was calculated (O/E) between A-domain and 20 new contact matrix for each chromosome were generated (e.g., chr1-chrX). In the new matrix, each row represents the A-domain in one chromosome (e.g., chr1 A-domain 1-200), each column represents the A-domain in the other chromosomes (e.g., chr2-chrX A-domain), and each data point in the matrix represents the average interaction (O/E) between A-domains in different chromosomes (e.g., chr1 No. 100 A-domain vs chr2 No. 200 A-domain). Next, the rows of these matrices were clustered by *K*-means clustering (*K* = 2); this procedure divided A-domain into two clusters. We then calculated the enrichment of chromatin marks (H3K27ac; H3K9ac) in the two clusters for each chromosome. Finally, we defined the more active clusters as A1 and less active clusters as A2 for each chromosome. Each A1 cluster in A-domain was defined as A1-domain; otherwise, they were designated as A2-domain.

The inter-chromosomal contacts were most apparent among A1 sub-compartments (Fig. 3a). Quantitatively, A1 sub-compartments displayed the highest degree of inter-chromosomal interactions at the TAD level (Fig. 3b). Furthermore, A1 sub-compartments contained the highest levels of active chromatin markers such as H3K27ac (Fig. 3c, d), consistent with the previously reported results [3].

**Fig. 3:**
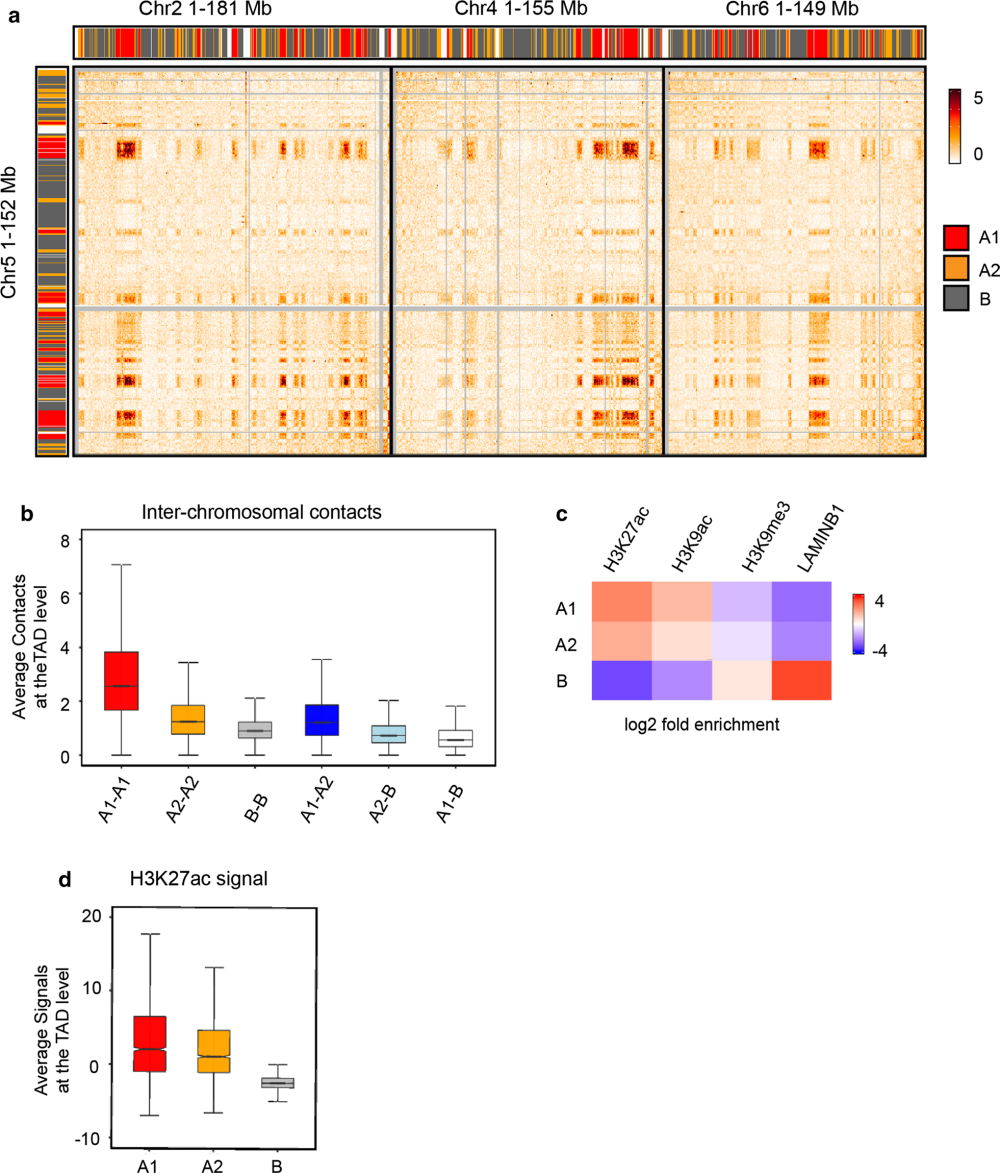
Identification of sub-compartments A1 and A2 in AML12 cells. **a** A heat map showing inter-chromosomal contacts between Chr5 and other three chromosomes (Chr2, Chr4 and Chr6). Color bars denote A1 sub-compartments (red), A2 sub-compartments (orange) and B compartments (gray). **b** Quantification of inter-chromosomal contacts within and between (sub)-compartments at the TAD level. **c** Heat map showing enrichment of the histone modifications (H3K27ac, H3K9ac and H3K9me3) and Lamin B1 in (sub)-compartments. **d** Quantification of H3K27ac signals at the TAD level

### *Srrm2* knockdown specifically decreases the insulation of TADs in active compartments

We then divided TADs into three categories in the context of (sub)-compartments: A1, A2 and B. By calculating the average interaction intensity of these three groups of TADs, we found that *Srrm2* knockdown caused a substantial reduction in the interaction within the A1 sub-compartments (Fig. 4a). We further calculated the average insulation curve for these TADs and the surrounding regions. The insulation curves of A1-TADs and A2-TADs decreased both inside and outside the TADs, while those of B-TADs were not significantly changed (Fig. 4b). We have provided three examples, which clearly show that chromatin interactions were decreased in A1 sub-compartments focally (Fig. 4c; Additional file 6: Fig. S6). This indicates that the *Srrm2* knockdown weakened both the intra- and inter-TAD interactions within A1 and A2 sub-compartments. We further compared the degree of interaction changes of these three groups of TADs: the decrease in intra- and inter-TAD interactions was the most significant in sub-compartment A1 upon *Srrm2* knockdown (Fig. 4d, e).

**Fig. 4:**
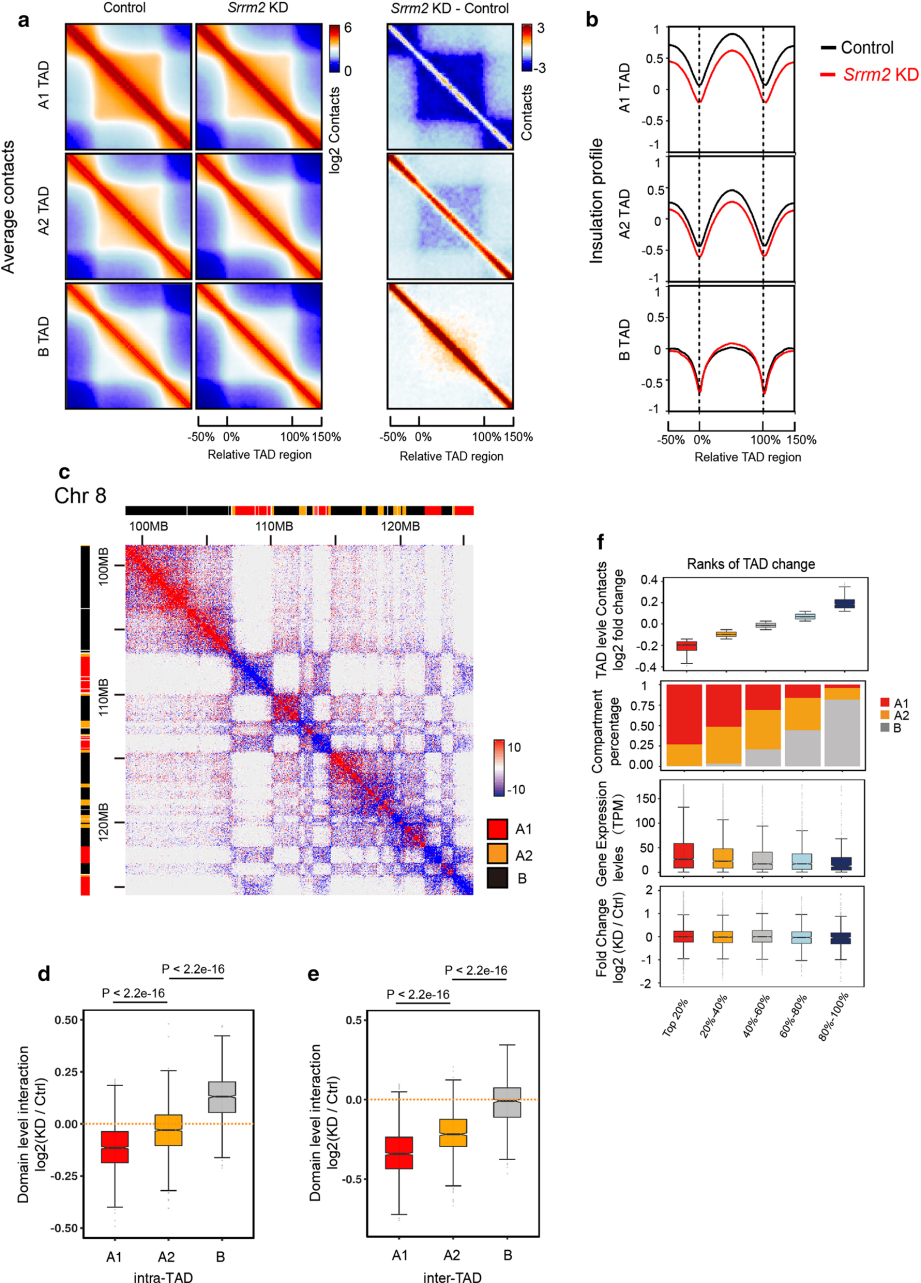
*Srrm2* knockdown specifically decreases the insulation of TADs in active compartments. **a** Average contact maps of control (left) and Srrm2 knockdown (middle) cells, and differential contact maps of TADs in A1, A2 sub-compartments, and B compartments. **b** Average insulation profiles of TADs in the three (sub)-compartments. **c** Snapshots of a 27 Mb region on Chr8 showing that intra-chromosomal TAD interactions are decreased (blue) and increased (red) in compartments A1, A2 and B, respectively. Normalized Hi-C counts are multiplied by 106. **d**, **e** Quantification of the intra-TAD (**d**) and inter-TAD (**e**) interactions in different categories. *P* values: Wilcoxon rank-sum test. **f** The relationship between the intra-TAD fold change, (sub)-compartments, RNA expression levels, and the changes of RNA expression upon *Srrm2* knockdown

Next, the relationship between intra-TAD interactions and gene expression was investigated (Fig. 4f). The TADs (five groups in total) were ranked according to the magnitude of the intra-TAD decreases upon *Srrm2* knockdown: the higher the ranking, the greater the decrease. With the decrease in the rank, the percentages of A1 and A2 sub-compartments declined, while the percentages of B compartments increased. Consistently, the gene expression levels in control cells reduced with the ranking. However, the relative gene expression upon Srrm2 knockdown remained unchanged in all groups, suggesting that alterations in intra-TAD chromatin interactions did not change gene expression.

## Discussion

Recent investigations revealed that highly active chromatin regions are physically associated with NSs [14–16] and that repressive chromatin regions associate with the nuclear periphery or the nucleolus [11, 19]. In this study, we demonstrate that disruption of NSs by *Srrm2* knockdown reduces chromatin interactions at active chromatin regions, and the most substantial decreases occur in the A1 sub-compartments. Based on these findings, we propose a model on how NSs participate in the 3D organization of chromatin (Fig. 5). The active A1 sub-compartments are connected to the NSs, while the repressive chromatin regions are anchored to the nuclear membrane or the nucleolus, thereby restraining the random movement of the chromosomes in the nucleus. When the NSs are disrupted, the A1 sub-compartments are partially disorganized, leading to the decrease in intra- and inter-TAD interactions in A1 sub-compartments, and subsequently changing chromatin interactions in other compartments.

**Fig. 5:**
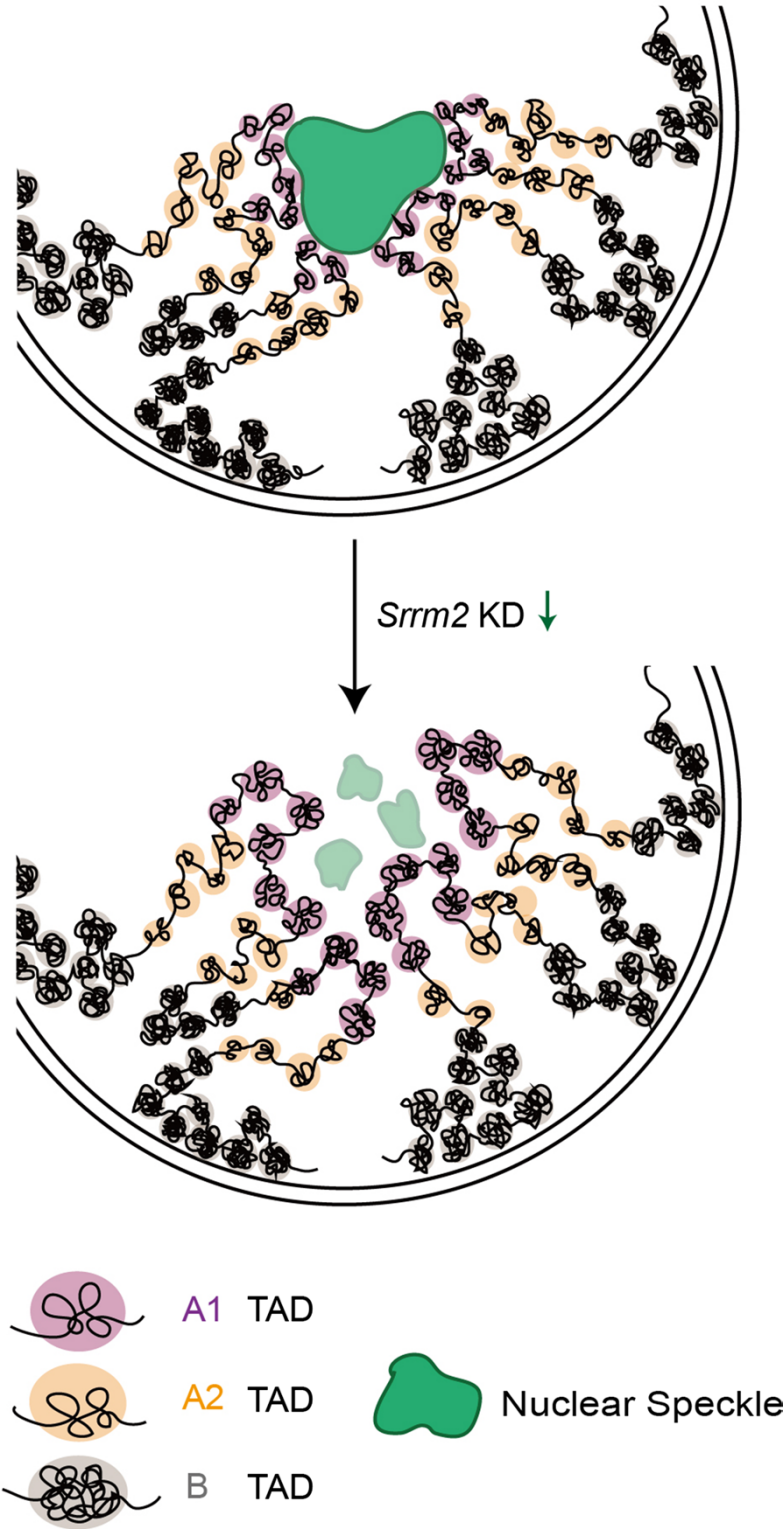
A model on how NSs maintain 3D genome organization. Highly active A1 sub-compartments are distributed around NSs. Upon the disruption of NSs, interactions within A1 regions are decreased substantially, and the 3D genome organization of other compartments is further remodeled

We found that *Srrm2* knockdown changes the expression of 1282 genes, of which 438 were significantly down-regulated and 844 were significantly up-regulated. However, these changes in gene expression are not associated with changes in chromatin interactions at the level of TAD. These results may imply that: (1) although TAD interactions were reduced in A1 sub-compartments, the functions of TADs as transcription units were preserved; (2) changes in gene expression may be due to secondary effects resulting from changes of chromatin organization.

Although the genomic regions close to NSs are associated with higher levels of Pol II binding, it remains unclear whether this association is implicated in gene activation. In this study, we showed that disruption of NSs by SRRM2 knockdown leads to the decrease in intra-TAD interactions at A1 sub-compartments. However, no significant gene expression changes were found to be associated with these chromatin changes. These results suggested that there was no direct cause-and-effect relationship between NS association and the transcriptional activity of individual genes.

Interestingly, targeted degradation of cohesin removed most of the chromatin loops, but only a small number of genes in the super-enhancers were changed [7]. Furthermore, only 370 genes were affected by acute CTCF degradation [8]. Therefore, the relationship between gene expression regulation and spatial organization of the genome remains to be further studied. The recently established CRISPR-GO system [20] may be a useful tool to answer this question.

As one of the major types of nuclear bodies in the nucleus, the NS is associated with various proteins and RNAs [13]. Through mass spectrometry, 200–300 NS-associated proteins were identified, including snRNPs, SR proteins and kinases [21]. Besides, MALAT1 and U1 RNAs are also localized in NSs [22]. Based on the super-resolution microscopy, MALAT1 and U1 were localized at the periphery of the NSs, while SC35 and SON are localized at the core [23]. Upon *Srrm2* knockdown, the localization of MALAT1, U1 snRNAs, poly(A)^+^ RNAs and SC35 became scattered, indicating that Srrm2 is involved in organizing NSs [18], and this was confirmed in this study. Srrm2 contains a broad disordered region (VSL2 predictor from PONDR: 100% disordered of 2703 amino acid residues), suggesting the propensity to initiate the phase separation. It would be interesting to test whether Srrm2 organizes the NSs by liquid–liquid phase separation. Nevertheless, as demonstrated in this study, disruption of NSs by Srrm2 knockdown facilitated exploration of the functional roles of NSs in the nuclear architecture and 3D genome organization.

Besides, given that NSs contain many components, including proteins and noncoding RNAs, disrupting NSs by depleting other molecules may change other aspects of the 3D genome organization. Further efforts would be needed to fully decipher the roles of NSs in nuclear architecting and their physiological and pathological relevance.

## Conclusions

We demonstrate that disruption of NSs by *Srrm2* knockdown reduces chromatin interactions in active chromatin compartments, especially in the A1 sub-compartments. These results indicate essential functions of NSs in the organization of the 3D genome.

## Materials and methods

### Cell lines and culture

The mouse hepatocyte cell line alpha mouse liver 12 (AML12) and human osteogenic sarcoma cell (U2OS) were obtained from ATCC. AML12 cells were cultured in DMEM/F12 (HyClone) supplemented with 10% fetal bovine serum (FBS, Biowest), ITS Liquid Media Supplement (Sigma) and 0.1 μM dexamethasone (Sigma) at 37 °C and 5% CO_2_. U2OS cells were cultured in DMEM (Dulbecco’s modified Eagle’s medium, HyClone) supplemented with 10% fetal bovine serum (FBS, Biowest), nonessential amino acids (Gibco) at 37 °C and 5% CO_2_. AML12 and U2OS cells were authenticated by STR profiling.

### Knockdown experiments

For short-hairpin RNA (shRNA)-based knockdown, AML12 or U2OS cells were infected with shRNA-containing lentivirus as previously described [21]. Target sequences of shRNAs are as follows: mouse Srrm2-1, CCCAAACCATACAGCCTTGTT; mouse Srrm2-2, CCAGTTTATCTCCAGAACATA; human SRRM2-1, CCCAAAGTGAAGGCAATAATA; human SRRM2-2, CGCCACCTAAACAGAAATCTA.

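The mouse target sequences were placed on *Srrm2* through its longest coding transcript in GENCODE M1, which has 8596 bases in 14 exons. Target 1, CCCAAACCATACAGCCTTGTT, occupies bases 472 to 492 of this transcript and spans an exon junction in the coding sequence. Its first 14 bases are the end of exon 3, at 23945472 to 23945485 of chromosome 17 of mm9, and its last 7 bases are the start of exon 4, at 23946936 to 23946942. In the transcript it is preceded by AACAAATAGCTCCTGAGCCT and followed by CGAGAGACCAGCAGTTCTCG. The sequence has 0 exact matches in the genome, on either strand, and is therefore present in spliced RNA alone. Target 2, CCAGTTTATCTCCAGAACATA, lies within exon 10, the longest exon with 6569 bases, at 23954700 to 23954720 on the + strand, also in the coding sequence. It is preceded by ACCTTTAAGCCAAGTTCTAC and followed by AAGAAATGCCTGGAAGTAAC, and has 1 exact match in the genome. Neither sequence occurs in the longest coding transcript of another gene. The guide strands are taken as the reverse complements, so that guide positions 2 to 8 read ACAAGGC and ATGTTCT. The hairpins of the RNA-seq samples were matched to these targets by their numbers.

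**Figure D4:**
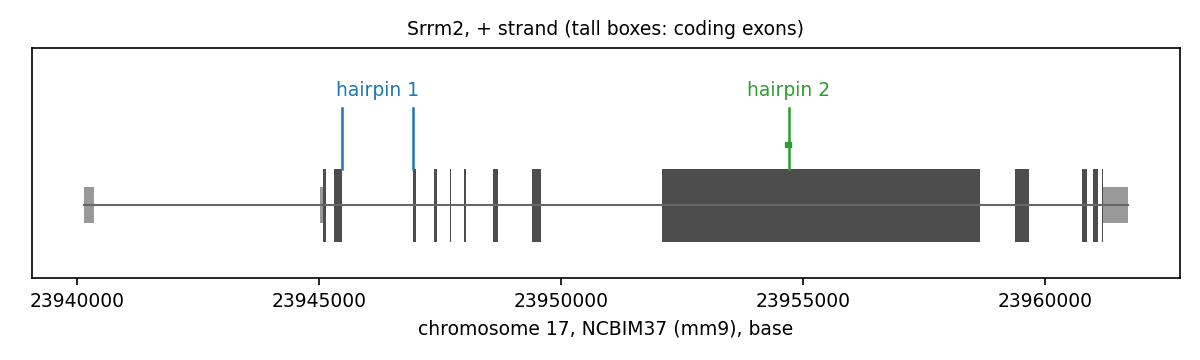
Map of *Srrm2* on chromosome 17 of mm9, in bases, with exons as boxes (tall where coding), introns as the line, and the targets of the hairpins above. Target 1 is drawn at each side of an intron because it is split between exons 3 and 4, and target 2 lies in exon 10.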

### Immunofluorescence assay

Cells were fixed in 4% formaldehyde for 10 min at room temperature prior to cell permeabilization with 0.5% Triton X-100 (RT; 10 min). The cells were blocked with phosphate-buffered saline (PBS) containing 4% bovine serum albumin (BSA) for 0.5 h at room temperature and processed for immunostaining. Staining was done using mouse anti-SC35 (1:500, Abcam, ab11826), rabbit anti-SRRM2 (1:200, Novus Biologicals, NBP2-55697), rabbit anti-HNRNPU (1:200, Abcam, ab20666) and donkey anti-mouse Alexa Fluor 488 (1:600, Jackson ImmunoResearch Laboratories). Fluorescence images were taken and analyzed with a Leica confocal microscope (TCS SP5; Leica, Germany).

### Quantitative RT-PCR (qRT-PCR)

RNA extraction and qRT-PCR were conducted as described [24]. The mRNA expression levels for the genes of interest were compared with that of β-actin. Sequences of primers are as follows:

- Mouse_Srrm2_F:CTGCAAGAATGTCCCAGGTT;
- Mouse_Srrm2_F:ATGCCGGAATAGCAGATGTC;
- Human_SRRM2_F:CTGACTCTGCTTCCTCCTCC;
- Human_SRRM2_F:CTGAAAGGCGCATCTCCCT;
- Mouse_Actb-F:GGTCATCACTATTGGCAACG;
- Mouse_Actb-R:ACGGATGTCAACGTCACACT;
- Human_ATCB-F:ACTCTTCCAGCCTTCCTTCC;
- Human_ATCB-R:TGTTGGCGTACAGGTCTTTG.

### Western blotting

The cell lysates were blotted against primary antibodies as follows: anti-β-actin (1:10,000, AOGMA, AGM11086) and rabbit anti-SRRM2 (1:1000, Novus Biologicals, NBP2-55697). The blots were visualized with peroxidase-coupled secondary antibodies.

### Electron microscopy analysis

Electron microscopy experiments were performed as described [25, 26]. AML12 cells were scratched and collected after fixing by 2.5% glutaraldehyde in phosphate-buffered saline (PBS; Corning, R21-040-CV). Cells were centrifuged to the bottom of the tube and then embedded with agar. The agar was cut into 1-mm^3^ size samples for further treatment with 1% osmic acid in PBS and gradient dehydration with alcohol. The sample was treated with a mixture of epoxypropane (Sinopharm Chemical Reagent, 80059118) and resin (Electron Microscopy Sciences, 14900), followed by embedding with pure resin. Then the sample was sliced with a diamond tool kit. Target cells that were randomly selected were captured with a transmission electron microscope (Nippon Tekno, JEOL-1230, Japan).

### In situ Hi-C and data analysis

The in situ Hi-C libraries were prepared as previously described [3]. Two biological replicates were performed for both control and Srrm2-depleted AML12 cells. The libraries were then sequenced via the Illumina HiSeq X Ten system. We used the Hi-C-pro pipeline [27] to process the Hi-C raw data. To eliminate the bias from the different sequencing depths, we randomly sampled the contacts of each sample to 200 M and then converted the sampled contacts to contact matrix at different resolutions by Juicer Tools [28]. These contact matrices were used for all downstream analysis. Next, we used the Juicer Tools to generate the PC1 eigenvectors using 100 kb resolution matrices using the following options: (java-jar juicer_tools.jar eigenvector NONE Sample1.hic 1 BP 100000). To identify contact domain boundaries, we detected boundaries and their boundary strength via the insulation method with 10 kb resolution contact matrix [29]. Then we called contact domain region according to the contact boundary location.

To assign contact domains to sub-compartments A1, A2 and B, we use the following methods. Contact domains were assigned to either A or B compartment by the PC1 eigenvectors. We calculated the average PC1 values for each contact domain; greater than zero is defined as A-domain, and less than zero is defined as B-domain. Next, we clustered A-domains by *K*-means clustering (*K* = 2) with the observed/expected ratios of inter-A-domain contacts *in trans*. Domains in each cluster exhibit distinct signatures based on the enrichment of chromatin marks. We defined more active clusters as A1 and less active clusters as A2.

### RNA-seq analysis

For RNA-seq experiments, polyA RNA-enriched and strand-specific libraries were constructed with the VAHTS Total RNA-seq (H/M/R) Library Prep Kit (Vazyme Biotech Co., Ltd), and the libraries were sequenced using the Illumina HiSeq X Ten system (Annoroad Gene Technology Corporation). We trimmed and mapped reads to the mouse mm9 reference assembly by the TopHat2 software [30] using default parameters except that we reduced maximum insertion and deletion length to 2 bp, and kept only uniquely mapped, “no mixed” and “no discordant” reads. For differential gene expression analysis, we analyzed raw read counts for GENCODE M1 genes using HTSeq [31] and then calculated statistics of differential expression via DESeq2 version 1.8.2 [32] with default parameters. To define differentially expressed genes, we used false discovery rate (FDR) 0.05 and log2 (fold change) > 1 or < − 1 as thresholds. We performed GO analysis using DAVID bioinformatics tools [33].

### Statistical analysis

All statistical calculations are included in the relevant figure legends. *P* value less than 0.05 was accepted as significant; *P < 0.05, **P < 0.01, ***P < 0.001.

## Additional files

**Additional file 1: Figure S1.** Disruption of nuclear speckles by *Srrm2* knockdown in AML12 cells. **a** Gene expression of *Srrm2* genes analyzed by RT-qPCR in AML12 cells. Error bars: s.d. of three biological replicates. ***P < 0.001, n.s. = not significant; Student’s *t* test. **b** Western blot analysis with antibodies against specified proteins; β-Actin as loading controls. **c**, **d** Immunofluorescence analyses of SRRM2, SC35 (**c**), and HNRNPU (**d**) in AML12 cells. The depletion of *Srrm2* disturbed nuclear speckles (NSs) as shown by the immunofluorescence data of the NS marker SC35. Scale bar, 10 µm. **e** Quantification of SC35 signal between control and *Srrm2*-depleted samples (Control: *n* = 118; *Srrm2* KD: *n* = 182. *P* values: Wilcoxon rank sum test). **f** Gene expression of hepatic genes analyzed by RT-qPCR in AML12 cells. Error bars: s.d. of three biological replicates. ***P < 0.001, n.s. = not significant; Student’s *t* test.

**Additional file 2: Figure S2.** Disruption of nuclear speckles by *SRRM2* knockdown in U2OS cells. **a** Gene expression of *SRRM2* genes analyzed by RT-qPCR in U2OS cells. Error bars: s.d. of three biological replicates. ***P < 0.001, n.s. = not significant; Student’s *t* test. **b** Western blot analysis with antibodies against specified proteins; β-Actin as loading controls. **c**, **d** Immunofluorescence analyses of SRRM2, SC35 (**c**), and HNRNPU (**d**) in U2OS cells. The depletion of *SRRM2* disturbed nuclear speckles (NSs) as shown by the immunofluorescence data of the NS marker SC35. Scale bar, 10 µm.

**Additional file 3: Figure S3.** Nuclear speckles were abolished after Srrm2 knockdown by electron microscopy (EM). **a** EM analysis of nuclear speckles stained by APEX fused to SC35 in AML12 cells. The image on the left was the control, on the right was Srrm2-depleted cells. Arrows point to nuclear speckles. Scale bar, 1 µm. **b** EM images of U2OS cells stained by HRP. Arrows point to nuclear speckles. Scale bar, 2 µm. **c** EM analysis of nuclear speckles in AML12 cells. The image on the left was the control, on the right was the Srrm2-depleted cell. Arrows point to nuclear speckles. Scale bar, 2 µm.

**Additional file 4: Figure S4.** Gene expression changes upon *Srrm2* knockdown. **a** Scatter plot showing gene expression changes detected by RNA-seq in *Srrm2*-depleted AML12 cells. Compared with the control, 844 genes were up-regulated, and 438 genes were down-regulated significantly. **b**, **c** Gene ontology (GO) chart of up-regulated (**b**) and down-regulated (**c**) genes. The enriched terms are ranked by − log10 (*P* value). **d** Venn diagrams show the overlap of genes between differentially spliced genes (DSGs) and differentially expressed genes. **e** Gene ontology (GO) terms of differentially spliced genes. The enriched terms are ranked by − log10 (*P* value).

**Additional file 5: Figure S5.** Calling the TAD boundaries. **a** Distance to the nearest boundary between replicates. **b** Venn diagrams show the overlap of TAD boundaries between replicates for control or *Srrm2* knockdown cells.

**Additional file 6: Figure S6.** Differential contact map of intra-chromosomal inter-TADs showing fewer (compartments A, blue) and more (compartments B, red) Hi-C signal after *Srrm2* depletion AML12 cells.

**Additional file 7: Table S1.** Differentially expressed genes upon *Srrm2* knockdown in AML12 cells.

**Additional file 8: Table S2.** Mapping statistics of the Hi-C data.

**Additional file 9: Table S3.** Coordinates (mm9) of TAD boundaries in Control and *Srrm2* knockdown samples.

**Additional file 10: Table S4.** Coordinates of sub-compartment regions in AML12 cells.

## Data Availability

The raw and processed RNA-seq and Hi-C datasets from this study are submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE130805 (for RNA-seq) and GSE131466 (for Hi-C).

How the deposited data were processed for this re-analysis (not part of the article)

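RNA-seq was done on 9 libraries of AML12 mouse hepatocytes, 3 each with a control hairpin, Srrm2 shRNA 1 and Srrm2 shRNA 2, on day 5 of infection. Libraries were assigned to groups from the sample labels and the paper. The labels of 2 control libraries name result tables of further hairpins, and their titles were used. The authors trimmed and mapped the reads to mm9 with TopHat2, kept uniquely mapped pairs, counted them on GENCODE M1 genes with HTSeq and ran DESeq2 version 1.8.2 with default parameters. The authors deposited the log2 fold change of each hairpin against the control, its standard error and the mean normalized count of each gene. The authors' deposited tables also give a p-value and a Benjamini-Hochberg adjusted p-value for each gene. The adjusted p-values equal a Benjamini-Hochberg adjustment over the listed genes, so genes with no adjusted p-value had been left out by the authors, apart from 1 gene in each table with no p-value. Protein-coding genes (12628 and 12691), lincRNAs (432 and 428), processed transcripts (362 and 357) and pseudogenes (2 and 2) are listed. Gene identifiers all matched the GENCODE M1 annotation on NCBIM37, the assembly of mm9.

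No value per library was used, so no model was fitted to the libraries, no replicate was left out, no other split of the libraries could be counted, and all fold changes, standard errors and adjusted p-values are those of the authors. The precision of a gene follows from its standard error, which in the authors' deposited table of shRNA 2 had a median of 0.12 at a mean normalized count of at least 100 and 0.91 below 10. *Malat1* held 5.44% and 5.49% of the summed mean normalized counts in the tables of shRNA 1 and shRNA 2.

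From these tables, genes past an adjusted p-value of 0.05 and a log2 fold change of 1 were counted, with Wilson 95% intervals for the share up-regulated. The split of that share by expression was chosen after the data were examined. Implied group means were computed from the mean normalized count and the fold change. Changes with the 2 hairpins were compared by Pearson's and Spearman's correlation and, for each gene with a mean of at least 10 in both tables, by the difference of the log2 fold changes divided by the root of the summed squared standard errors, with a normal approximation, Benjamini-Hochberg adjustment over 11451 genes and a minimum difference of 1. The standard errors share the control libraries, which makes this test conservative. It was tested on simulated data in which 200 of 11451 genes had been changed by a log2 value of 2 with 1 hairpin: 89.0% of them, and all of those with a control mean of at least 100, were recovered, with 0 unchanged genes. Unchanged groups were simulated 100 times as negative binomial counts with the control means and dispersions implied by the tables. A further 100 simulations used the changes of shRNA 1 as deposited and those of shRNA 2 shuffled within deciles of mean expression, and were added after the results were seen. Such simulated genes vary independently, unlike genes in real libraries.

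Medians of 8 hand-written gene lists were ranked among 10000 random lists matched on deciles of mean expression. The lists cover hepatocyte identity, fatty acid metabolism, triglyceride homeostasis, inflammatory response, interferon-stimulated genes, negative regulators of cell migration, nuclear speckle components and p53 targets. They were written after part of Table S1 and before the deposited tables had been seen. Matches to guide positions 2 to 8 of the hairpins were searched in the 3' UTR (at least 50 bases) of the longest coding transcript of each gene and ranked among 1000 random 7-mers of the same GC content. GC content, transcript length and exon number were taken from the same transcripts and annotation, and a smooth trend (cubic in GC content and log length) was removed as a check.

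The genes named are *Srrm2*, *Neat1* and genes the paper names or that mark speckles (*Malat1*, *Hnrnpu*, *Srsf2*, *Son*, *Actb*, *Ctcf*). The 5 genes per direction with the largest mean change past the thresholds with both hairpins, at a mean of at least 100, were added. So were up to 3 members of each list with the largest change past the thresholds with both hairpins. The 3 genes in each direction with the largest difference between hairpins complete the set. Of the genes these rules pick, 2 are not reported here. The thresholds, lists of alternatives and tests were set before the data were examined, except where stated. Alternatives were other thresholds on the adjusted p-value, fold change and mean count, another adjustment, a test against a log2 fold change of 1, other minimum counts and Spearman's correlation, shared control covariance, centring on the median, and other seed positions. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. Hi-C contact data, TAD boundaries and sub-compartments were not analysed here, and neither were the U2OS experiments.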

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

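Of the tests in this part, those of the seed match across all genes and of the trend in the differing genes were set before their results were seen, and the others after.

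The change of 125 genes differed between the hairpins by a test of the difference itself (adjusted p-value under 0.05 and a difference over 1 in log2), 68 of them higher and 57 lower with shRNA 1. *Dpysl3* had log2 fold changes of -1.66 and 0.36 in the authors' deposited tables of shRNA 1 and shRNA 2, *Serinc5* -0.39 and 0.96, and *Ccl20* 0.92 and 2.30. In the other direction, *Abca6* had 0.19 and -1.84 in the authors' deposited tables, *Perp* 0.18 and -0.84, and *Aldh1a1* 0.08 and -0.92. Low read counts do not account for the whole pattern, since 58 of the 125 genes had a mean normalized count of at least 100 in both tables. The simulations of unchanged groups gave 0 differing genes. They hold no true change, which makes the adjusted cut-off stricter than in the deposited data, so this 0 says little about noise in the 125 genes. A different degree of Srrm2 knockdown would change the genes the same way with both hairpins and more with the stronger one. *Srrm2* was lower with shRNA 1 by 0.21 on the log2 scale, which does not pass the test of a difference (z = -2.11, adjusted p = 0.234). That test is conservative, because it ignores the shared controls, and was adjusted over 11451 genes. It therefore cannot settle which hairpin is the stronger. Under either order 1 hairpin would give the larger change throughout. Of the 53 differing genes with the same sign, 29 changed more with shRNA 1 and 24 with shRNA 2, which argues against this as the whole cause. The other 72 had opposite signs, but only 23 of these had an adjusted p-value under 0.05 with both hairpins, and the sign of a change near 0 is uncertain. With a trend on GC content and transcript length removed, 84.4% of the 122 differing genes with a coding transcript still differed. Repression through the 7-mer seed of the hairpins at guide positions 2 to 8 is not seen either. The 7-mer matching the seed of shRNA 1 lay at percentile 26.65 of random 7-mers in the difference between the hairpins, and that of shRNA 2 at percentile 77.65. Of the genes lower with shRNA 1 that have a 3' UTR, 14.8% carried its 7-mer (Wilson 95% interval 7.7 to 26.6) against 13.1% of all genes, and of those lower with shRNA 2, 9.09% against 13.5%. With the guide of shRNA 1 shifted by 1 base towards its 3' end, the percentile in the difference was 3.7. In the table of its own hairpin, the 6-mer at guide positions 2 to 7 of shRNA 1 lay at percentile 4.05. The guide of shRNA 2 shifted the same way lay at 3.1 in its own table. In the difference these 2 lay at 50.95 and 90.4. A small effect of a shorter seed or a shifted guide therefore stays open. Matches outside 3' UTRs, effects of the hairpin sequence that need no seed, and a difference between cultures that affects many genes at once also stay open, and the last of these needs values per library. The hypothesis of a biological difference between the hairpins was not tested beyond this.

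The list of p53 targets, which the paper does not discuss, was higher with both hairpins. All 22 genes had values and 1 is in Table S1. The median log2 fold change in the authors' deposited tables was 0.51 with shRNA 1 and 0.32 with shRNA 2, above all 10000 random lists with both. At an adjusted p-value under 0.05 there were 14 genes with shRNA 1 and 15 with shRNA 2 over all genes, and 15 and 15 adjusted over the list alone, but 13 of the 14 and 11 of the 15 rose and 3 and 1 genes passed the thresholds of the paper. *Pmaip1*, on chromosome 18 from 66618258 to 66625204, had log2 fold changes of 1.80 and 1.47 in the authors' deposited tables (standard errors 0.12 and 0.11). Independent noise in the shared control libraries is too small for this, since the highest median in the simulations was 0.085 with shRNA 1 and 0.105 with shRNA 2. With the trend on GC content and length removed, the list stayed at percentile 100 with both. The list also differed between the hairpins, by a median of 0.26 (percentile 99.98, and 99.94 with the trend removed). A coordinated deviation of the control cultures, which would move both comparisons together, stays open, as does a response of the cells to the depletion or to the hairpins. As a hypothesis, the shift may be part of a stress response, which these tables do not test.

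The negative regulators of cell migration were lower with shRNA 1 than with shRNA 2 by a median of -0.12, at percentile 1.61 of random lists and 1.60 with the trend on GC content and length removed. This and the p53 targets were 2 of 8 lists outside the middle 95% for this difference. With the trend removed the fatty acid metabolism list (98.1) and the inflammatory response list (0.38) also lay outside. The members move both ways, and what separates the hairpins here stays open.

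*Malat1* and *Srsf2*, whose RNA or protein (SC35) marks speckles and whose RNA levels the paper does not report, were lower with both hairpins. *Malat1*, on chromosome 19 from 5795690 to 5802671, had log2 fold changes of -0.70 and -0.72 in the authors' deposited tables (standard errors 0.19 and 0.20, adjusted p = 0.00234 and 0.00258 from DESeq2), and *Srsf2*, on chromosome 11 from 116711215 to 116714408, had -0.33 and -0.55 (standard errors 0.09 and 0.09, adjusted p = 0.00162 and 3.18e-09). None of these passes the fold-change threshold of the paper. The median log2 fold change of genes with a mean of at least 100 was -0.0036 with shRNA 1 and -0.0064 with shRNA 2, but the authors' size factors set it near 0 whatever happened in the cells, so a shift of all genes by the scaling of the libraries stays open. *Malat1* was the gene with the highest mean normalized count, and its standard error was the third largest among the 27 genes with a mean of at least 10000 in the table of shRNA 1, whose median was 0.08. How strongly the libraries were enriched for polyA RNA can differ between cultures and stays open, as does an effect of the shared control libraries on both tables.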

How the results depend on the processing

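No paired analysis was possible because the deposited tables hold no values per library. For the same reason leaving out each replicate in turn and the fit with the replicate number as a block were not run. The alternative that adjusted p-values over every gene with a p-value changed nothing, since the authors' adjustment already ran over the listed genes, and so says nothing about stability.

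Without a minimum fold change, 3527 genes were called with shRNA 1, 3799 with shRNA 2 and 2037 with both, of which 51.9%, 50.2% and 51.5% rose. At a log2 fold change above 2 or below -2 there were 279, 300 and 143 genes, of which 72.8%, 74.3% and 73.4% rose. In the test against a log2 fold change of 1 there were 165, 156 and 78 genes, of which 67.3%, 67.9% and 67.9% rose. A minimum mean normalized count of 50 left 461, 392 and 207 genes. It turned the share with shRNA 2 to 49.5%, on the other side of 50%, and lowered that with both to 52.7%, while it was 62.5% with shRNA 1. A minimum of 10 gave 57.5% with shRNA 2. The counts under the fold-change and mean-count alternatives change because these set how many genes can be called. The cause of the changed shares was not tested. At an adjusted p-value under 0.01 or 0.1 the counts were within 1.5 times those at 0.05. Counting genes past the thresholds with either hairpin, chosen after seeing the data, gave 1327.

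Spearman's correlation between the hairpins was 0.66 against Pearson's 0.78, and the other correlations lay within the bootstrap interval of 0.76 to 0.80. The number of genes that differed between the hairpins was 125. It was 58 at a minimum mean of 100, 755 without a minimum difference and 214 with the shared control covariance taken into account, and within 1.5 times of 125 without a minimum mean or with each table centred on its median. The medians that centring removed were -0.0036 and -0.0064, so it tests little.

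The medians of 7 of the 8 gene lists kept their direction and their place inside or outside the middle 95% of random lists under both alternatives, with both hairpins. For the interferon-stimulated genes, which had medians of 0.07 and 0.08 in the authors' deposited tables (percentiles 79.7 and 70.5), the median with shRNA 2 was -0.050 at a minimum mean of 100, and the cause was not tested. Genes with the seed match of shRNA 1 lay below others by -0.026 with the 7-mer and by -0.041 with the 6-mer, which moved from percentile 38.65 to 4.05. For shRNA 2 the guide shifted by 1 base towards its 3' end gave -0.071 in place of -0.051, at percentile 3.1 in place of 13.4. The cause of either change was not tested. The 4 other seed alternatives did not pass the 5th percentile in the table of their own hairpin.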

Differences from the paper's values

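The paper reports 1282 differentially expressed genes, against 853 with shRNA 2 and 446 with both hairpins from the deposited tables. It reports 844 up-regulated genes, against 521 with shRNA 2 and 278 with both. The paper's 438 down-regulated genes stand against 168 with both. With shRNA 1 alone, and for down-regulated genes with shRNA 2, the numbers were within 1.5 times the paper's. Of the alternatives set before the data were examined, an adjusted p-value under 0.1 brought the genes called with shRNA 2 to 965 and the up-regulated ones to 586, within 1.5 times the paper's 1282 and 844, and leaving out the minimum fold change brought the up-regulated genes with both to 1049. None of the others did so for these numbers, and none for the totals and down-regulated genes with both. Genes past the thresholds with either hairpin, an alternative chosen after seeing the values, numbered 1327, of which 759 are in Table S1.

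Table S1 of the paper also gives log2 fold changes with standard errors, and no alternative applies to the change of a single gene. For *Srrm2* the paper's value is -1.28, against -1.62 in the authors' deposited table of shRNA 1. For *Neat1* the paper's value is -1.48, against 0.16 in the authors' deposited table of shRNA 1 and 0.31 in that of shRNA 2. With shRNA 1, the authors' deposited table gives smaller changes than the paper's Table S1 for *Afm* (-2.57 against the paper's -3.16), *Prodh2* (-2.73 against -3.32), *Cxcl5* (4.94 against 6.02), *Apoa1* (-2.72 against -4.29), *Vtn* (-1.88 against -3.66) and *Ccl20* (0.92 against 2.22). It gives larger changes for *Lcn2* (4.89 against the paper's 3.97), *Orm1* (3.52 against 2.93), *Notch3* (3.48 against 2.50), *Gckr* (2.35 against 1.52) and *Pmaip1* (1.80 against 1.54), and the opposite sign for *Abca6* (0.19 against -1.61). With shRNA 2, the authors' deposited table gives -2.69 for *Prodh2* (the paper's value is -3.32), 7.07 for *Saa3* (7.78), 5.04 for *Cxcl5* (6.02), 2.73 for *Notch3* (2.50) and -1.84 for *Abca6* (-1.61). The changes of *Nos2* and *Saa1* are lower bounds, which do not exceed the paper's values.

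The paper states that more genes rose than fell. With shRNA 2 and a minimum mean normalized count of 50, 194 genes rose and 198 fell, a share of 49.5% with an interval of 44.6 to 54.4 that includes 50%. The same minimum gave 288 against 173 with shRNA 1 and 109 against 98 with both, where the interval of 45.9 to 59.3 also includes 50%. More genes rose under every other alternative. Without a minimum fold change, the intervals with shRNA 2 (48.6 to 51.8) and with both (49.3 to 53.7) include 50%, while that with shRNA 1 (50.2 to 53.5) does not. In the split by expression, 44.7% of the calls with shRNA 2 at a mean of at least 100 rose (38.9 to 50.6). At that mean and without a minimum fold change, 1303 of 2672 genes rose with shRNA 1 and 1333 of 2914 with shRNA 2. The authors' size factors set the median change near 0. Shares near 50% without a minimum fold change are therefore partly built in and do not contradict the paper's statement. The paper links the up-regulated genes to negative regulation of cell migration. The hand-written list of such genes had medians of 0.0046 and 0.03 in the authors' deposited tables, which is not a test of that GO term.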

Other observations

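The tests of Table S1 and of independent noise in this part were chosen after the results were seen, and those of shared controls and of exon number before.

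Table S1 and the deposited tables. The 1282 genes of Table S1 include 1070 that the authors' deposited table of shRNA 1 lists and 1111 that the table of shRNA 2 lists, and 155 that neither lists, of which 87 are protein-coding, 41 lincRNAs and 27 processed transcripts. Of the 1282, 464 were called in the same direction with shRNA 1, 673 with shRNA 2 and 379 with both. The 2 that were called in opposite directions with shRNA 1 are *Tnr* and *Nid1*, named after their values were seen. Table S1 is none of the deposited comparisons, since 0 genes have the same log2 fold change. Its mean normalized counts are a median of 5.02 times those of the table of shRNA 1 and 4.74 times those of shRNA 2. Among the 181 genes with a mean of at least 1000 in Table S1 that both tables list, the median standard error was 0.08 in Table S1 and 0.13 in each deposited table. A least-squares fit of the Table S1 changes on those of the hairpins gave shRNA 1 a weight of 0.0509 (bootstrap interval -0.018 to 0.11) and shRNA 2 a weight of 1.01 (0.96 to 1.07), which argues against a pool of both hairpins, although 4.42% of the 181 genes lay outside the range of the hairpins by more than 3 standard errors. Of the 181, 79 lay more than 3 combined standard errors from shRNA 1, and 10, or 5.52%, from shRNA 2. Deeper counts of the shRNA 2 libraries themselves would keep the spread between replicates, which is the part of the standard error that is not counting noise. Of 72 genes with implied means of at least 300 in both groups, 84.7% had a standard error in Table S1 below that part, which argues against the same libraries. The size of the gap varied. For *Lcn2*, where it was among the largest, the standard error was 0.40 in the authors' deposited table of shRNA 2 and 0.06 in Table S1. For *Cd44* the 2 values were 0.080 and 0.058, and for *Srrm2* 0.07 and 0.14. Of the 72 genes, 8 had a larger standard error in Table S1 than in the table of shRNA 2. The minimum of 300 was chosen after the values were seen, and minima of 100 and 1000 gave 86.6% and 78.9%. Other libraries with shRNA 2 stay open and were not tested. The genes of Table S1 were selected on their change there, which widens such gaps.

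Shared controls. The correlation of 0.78 between the hairpins was higher than the highest correlation of 0.542 in 100 simulations of unchanged groups with shared controls, so independent noise in the control libraries does not account for it. A deviation that the control cultures share would move both comparisons together and stays open. The simulated correlation was 0.50 on average, so a part of the correlation would be there with no effect of the hairpins.

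Exon number. As a hypothesis, disruption of NSs, which hold splicing factors, could lower the RNA of genes with many introns. Across 11099 genes with a coding transcript, which are not independent replicates, Spearman's correlation of the change with exon number was -0.0088 with shRNA 1 and 0.027 with shRNA 2, which argues against such a trend. The 328 genes with 1 exon had medians at percentiles 64.5 and 76.55 of random lists. With GC content the correlation was -0.04 with shRNA 1 and 0.07 with shRNA 2, and with transcript length -0.06 and -0.02.

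Other named genes. The nuclear speckle components, of which 29 of 30 had values, had median log2 fold changes of -0.12 and -0.12 in the authors' deposited tables, at percentiles 5.515 and 9.115 of random lists. With the trend on GC content and length removed the percentiles were 0.82 and 12.9, so the list lay outside the middle 95% with shRNA 1 alone. With shRNA 1, 22 of the 29 genes were lower than in control cells, and 21 with shRNA 2, and the lowest medians in the simulations of unchanged groups were -0.05 and -0.04. The cause was not tested. *Son* had log2 fold changes of -0.10 and -0.26 in the authors' deposited tables (adjusted p = 0.342 and 0.000647 from DESeq2). *Hnrnpu*, which the paper stained as an unrelated protein, had -0.06 and -0.13 (adjusted p = 0.622 and 0.171), *Ctcf* -0.24 and -0.15 (adjusted p = 0.105 and 0.331) and *Actb* -0.20 and -0.18 (adjusted p = 0.0985 and 0.112). *Neat1*, which lies next to *Malat1* on chromosome 19, from 5824708 to 5845478, had 0.16 and 0.31 in the authors' deposited tables (adjusted p = 0.63 and 0.514 from DESeq2). Its mean normalized counts were 35179 and 39277. Its standard errors of 0.20 and 0.31 compare with medians of 0.08 and 0.07 for the 27 and 29 genes with a mean of at least 10000, and with shRNA 2 no other of these genes had a larger one.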
